A study of Homo sapiens with 27 samples. Its data were reported in "USB1 is a miRNA deadenylase that regulates hematopoietic development" (2023).

How the data were processed

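Small RNA was sequenced from total RNA of H1, an established human embryonic stem cell (hESC) line, and of K562, an established leukaemia line whose labels give chronic myelogenous leukaemia as the cell type. Per the authors' methods and the labels, RNA was isolated with Trizol, DNA-free total RNA entered a Lexogen small RNA library kit, libraries were selected for small inserts on beads, and pools were sequenced on a NovaSeq. The authors trimmed adapters with cutadapt 2.5, aligned reads to human miRBase entries with Bowtie2 2.2.9 without mismatch in the seed, and took counts from sorted alignments with SAMtools 1.3.1. The deposited values are raw counts per mature miRNA arm, not normalised, with 1 column per library. The study describes the replicates of its miRNA sequencing as biological, and the labels do not say whether the libraries of a group came from separate cultures or clones. P-values measure the spread between these libraries only, part of which may be technical. KO libraries 1 and 2 were the closest K562 pair, with a chi-squared per degree of freedom between their counts of 14.2. The next closest, control libraries 1 and 2, gave 160. In hESCs the closest pair was WT libraries 2 and 3, at 26.4. WT library 1 gave 689 with library 2 and 744 with library 3. Whether the libraries of either close pair came from separate cultures was not tested. The RNA of USB1, PARN and PAPD5 is not measured by small RNA sequencing, so knockout, induction and knockdown levels were not analysed here.

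All 27 libraries in 9 groups of 3 were used, with 0 columns of values left out. Adaptor entries, 0.00478 to 0.0179% of counts in hESCs and 0.0104 to 0.206% in K562, were removed. Each deposited table lists only miRNAs with at least 1 count in its first column. A miRNA absent from a table therefore has no count in its first column and an unknown count in the others. The fits used miRNAs listed in every table of the line, 1251 of 2067 listed in any for hESCs and 1080 of 1935 for K562. filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15) then left 998 miRNAs in hESCs and 881 in K562, which held at least 99.979% and 99.79% of the counts of each library.

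Each line was fitted once with all its groups by edgeR quasi-likelihood with TMM scaling and robust dispersion in R 4.3.3, without a replicate term. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. Fold changes are log2, with their standard error (SE) from the fit, and levels are CPM (counts scaled to a common library size) after TMM scaling, as mean ± SD of 3 libraries. There were 13 comparisons: 7 in hESCs, 4 in K562, the interaction of USB1 knockout and PARN knockdown, and the difference of the USB1 loss effect between lines, fitted on the 4 groups concerned. DESeq2 1.42.0 was the alternative tool. Counts of miRNAs at an unadjusted p under 0.05 are given where calls were absent. Separation means that all 3 libraries of a group lay above all 3 of the other, which chance gives for 10% of unselected miRNAs. Called miRNAs were selected on the same libraries and separate for that reason, so the share over all tested miRNAs is given beside them.

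The named miRNAs follow a rule set before the data were examined: the 5 hematopoietic miRNAs the study followed with their opposite strands; the 10 largest changes in each direction for the mutant and knockout comparisons and 5 elsewhere, among separated calls with a mean log2 CPM of at least 3; and up to 4 members of each described list. The 18 lists, the comparisons and most alternatives were also set before the data were examined. The lists were the study's hematopoietic miRNAs, their opposite strands, blood lineage miRNAs, the let-7, joint miR-10, miR-99, miR-100 and miR-125, miR-15/16, miR-29, miR-30 and miR-200 families, the pluripotency clusters of miR-302 with miR-367 and of miR-371-373, miR-17/92 with its paralogs, the C19MC and 14q32 clusters, miRNAs described as targeting p53, miRNAs induced by p53, markers of fibroblast feeder cells, germ layer markers, and mirtrons. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with a correlation estimated from the residuals. Which list calls held with the estimated correlation is given at each. Calls were also counted with p adjusted over the list alone.

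A score was the mean log2 CPM of the miRNAs raised in the mutant subtracted from that of the miRNAs lowered in it, so that a higher score lies nearer WT; it was compared by two-sided exact permutation, for which 0.1 is the smallest p that 3 libraries against 3 allow. Guide and passenger arms of a hairpin were assigned by mean level. Correlations of fold changes are across miRNAs, which are not independent replicates. Where comparisons shared a group, 50 simulations of unchanged groups gave the correlation and covariance that sharing alone produces. In a test chosen after the result was seen, the 3 shared libraries were also divided between the comparisons, 1 against 2 in all 6 ways, with the lone library assumed to vary like the other groups. Hairpin positions are GRCh38, GENCODE v44, counted from 1. Mature sequences encoded at several hairpins were counted together by the authors and cannot be assigned to a locus. Among the miRNAs whose hairpins were placed, this holds for miR-125b-5p, miR-199a, miR-9, miR-1-3p, miR-218-5p, miR-105-5p, miR-550a-5p and miR-3158-5p. Other miRNAs, let-7a-5p among them, were not placed and may also have several hairpins. The sequences of miR-199a-3p and miR-199b-3p are the same. How reads that match several entries were counted is not stated, so their calls are not separate evidence in any list.

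The pipeline was tested on simulated data with 200 altered miRNAs drawn per line. At a log2 change of 1 it recovered 40.0% of them with the right sign in hESCs and 35.6% in K562, at 1.5 it recovered 75.5% and 66.0%, and at 0.5 it recovered 2.04% and 14.0%. It called 6 of 777 unaltered miRNAs in hESCs and 2 of 663 in K562. Among 100 random lists of 10 miRNAs, camera passed 3 in hESCs and 4 in K562 at an unadjusted p under 0.05. Random lists do not give the error rate for lists whose members move together. The estimated correlation was 0.71 for let-7 in mutant against WT hESCs and 0.51 for 14q32 in KO against control K562 cells.

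Alternatives changed 1 choice at a time: DESeq2 size factors, library totals, no low-count filter, a minimum of 10 CPM in 3 libraries, DESeq2, only the compared groups, a replicate term where the numbers allow one, each library left out, and an estimated correlation for lists. Chosen after seeing the data were setting unlisted counts to 0, leaving out the first WT and mutant hESC libraries, which stood apart on principal components, and leaving out the K562 control libraries 1 and 2, which held miR-302 reads. The last left only control library 3 in its group. Calls of that fit are therefore not given, though ranges and counts over all alternatives include it. The K562 control columns bear names that are also the titles of the hESC WT samples, and were placed by the descriptions of the K562 control samples. They carry no replicate number that the labels tie to the other groups. No paired analysis was possible because of this for the K562 comparisons with control or for the difference between lines.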

Results

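Small RNA libraries were analysed from 27 samples, 15 of H1 hESCs and 12 of K562 cells, in groups of 3. The hESC groups were wild type (WT), a USB1 mutant, the mutant with an inducible USB1 transgene (iUSB1) without and with doxycycline (Dox), and the mutant with a short hairpin against PAPD5, a poly(A) polymerase that adds adenosines to RNA 3' ends. The K562 groups were control and USB1 knockout (KO), each without and with a short hairpin against PARN, a 3' exonuclease that removes adenosines. No group is labelled as carrying a non-targeting hairpin. Effects of PARN or PAPD5 knockdown below therefore cannot be told apart from other effects of introducing a hairpin. USB1 is itself a 3' exonuclease, known for trimming U6 RNA. The libraries held 12258450 to 35734485 miRNA counts in hESCs and 1530929 to 13183152 in K562, and the 10 most abundant miRNAs took 79.2 to 84.1% and 74.1 to 79.2% of them. Each library's mean Spearman correlation with the other 2 of its group was 0.944 to 0.973 in hESCs and 0.929 to 0.967 in K562.

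**Figure D1:**
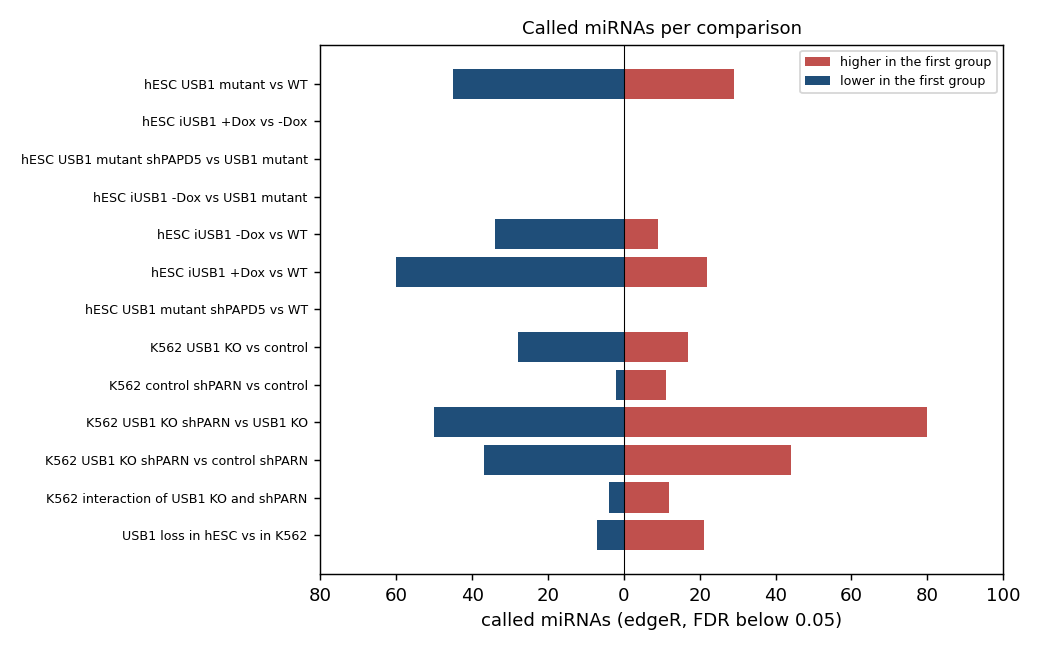
The bars give the number of miRNAs called up or down at an edgeR adjusted p under 0.05 in each comparison. USB1 KO cells with PARN knockdown against USB1 KO cells gave 130 calls, and 4 hESC comparisons gave 0.

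The comparison of USB1 mutant with WT hESCs addressed which miRNAs depend on USB1 in undifferentiated cells. Of 998 miRNAs, 29 rose and 45 fell, with a median absolute log2 change of 1.26, and 72 of the 74 separated the 3 mutant from the 3 WT libraries. Of all 998 miRNAs 25.9% did so, where chance gives 10%. Among the hematopoietic miRNAs the study followed, miR-125b-5p, which restrains p53 and acts in blood stem cells, fell by 1.08 (SE 0.22, edgeR adjusted p = 0.00726) from 33.4 ± 9.81 to 15.8 ± 0.658 CPM (SD, n = 3). miR-199a-3p fell by 1.08 (SE 0.24, adjusted p = 0.0111) from 29.1 ± 9.73 to 13.8 ± 1.56 CPM. miR-125a-5p, at 235 ± 21.8 CPM in WT and 189 ± 24.4 CPM in the mutant, gave a log2 change of -0.31 (SE 0.19, adjusted p = 0.329). miR-142-5p, a blood cell miRNA near the detection limit here, gave -1.34 (SE 0.58, adjusted p = 0.166) at 2.29 ± 1.91 and 0.859 ± 0.524 CPM. The mutant was lower than WT in the means of these 4. miR-223-3p, with 2 to 5 counts per WT library and 3 to 9 per mutant library, was too low for the hESC fit, and a fit of both lines gave 0.15 for it in hESCs (SE 0.45, adjusted p = 0.922). In that fit of both lines miR-125b-5p (-1.09, adjusted p = 0.147) and miR-199a-3p (-1.08, adjusted p = 0.0951) were not called in hESCs.

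The opposite strands of these miRNAs gave 1 call, miR-125b-2-3p, which fell by 1.70 (SE 0.43, adjusted p = 0.0235). The other 4, miR-125a-3p (-0.19), miR-125b-1-3p (-0.49), miR-142-3p (-0.79) and miR-199a-5p (-0.49), had adjusted p of 0.305 to 0.659. Hairpins for miR-125b-5p lie at chromosome 11, 122099757 to 122099844, in an intron of MIR100HG, and at chromosome 21, 16590237 to 16590325, in an exon of MIR99AHG. The miR-199a hairpins lie at chromosome 19, 10817426 to 10817496, and chromosome 1, 172144535 to 172144644, in an exon of DNM3OS. The counts do not say from which copy a mature miRNA came.

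**Figure D2:**
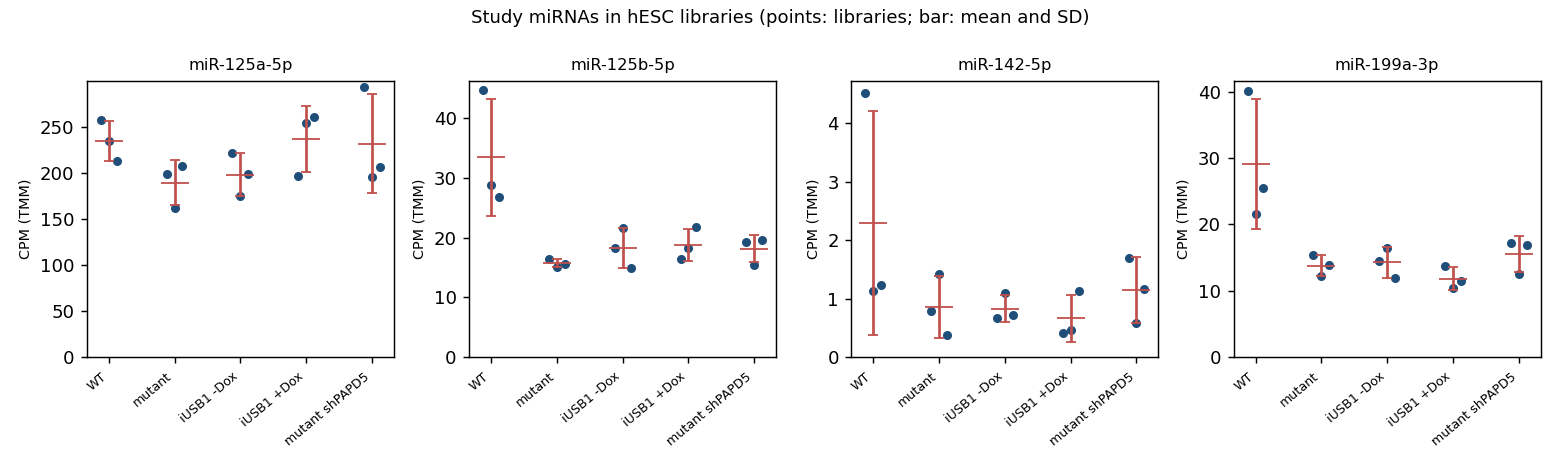
Points are the TMM-scaled CPM of each library for 4 hematopoietic miRNAs in the 5 hESC groups, and bars are the mean and SD of 3 libraries. miR-125b-5p averaged 33.4 CPM in WT and 15.8 CPM in the mutant, and 18.1 to 18.8 CPM in the other groups.

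The largest falls in the mutant were in the miR-371-373 cluster at chromosome 19, 53787675 to 53788773, a cluster active in pluripotent cells. There miR-371a-5p fell by 6.06 (SE 1.48), and the changes were -5.78 (SE 1.36) for miR-371b-3p, -4.57 (SE 1.06) for miR-373-3p, -4.35 (SE 1.04) for miR-371a-3p and -3.91 (SE 0.95) for miR-372-3p, with adjusted p of 0.0236 to 0.0283. WT library 1 carried much of this size. miR-372-3p stood at 6181 CPM in that library against 405 and 402 CPM in the other WT libraries, its fold change without it was -1.40, and without any 1 mutant library its adjusted p was 0.0802 to 0.119 (0.00854 to 0.182 over all alternatives). miR-653-5p, from an intron of the calcitonin receptor gene CALCR, fell by 2.03 (SE 0.33, adjusted p = 0.00223) and its other arm miR-653-3p fell by 1.74 (SE 0.33, adjusted p = 0.00465). The muscle miRNA miR-1-3p fell by 1.85 (SE 0.34, adjusted p = 0.00465), from 780 ± 171 to 217 ± 120 CPM. miR-146a-5p, a regulator of innate immune signalling, fell by 1.65 (SE 0.35, adjusted p = 0.0111), with -0.95 without WT library 1 and an adjusted p of 0.0657 without mutant library 1 (0.000226 to 0.128 over its alternatives).

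Among miRNAs that rose, miR-135b-5p had the largest change, 1.74 (SE 0.37, adjusted p = 0.0111), from 170 ± 15.9 to 569 ± 383 CPM. Members of the growth-promoting miR-17/92 paralogs followed, with miR-18b-5p at 1.58 (SE 0.44), miR-19a-3p at 1.39 (SE 0.35) and miR-363-3p at 1.02 (SE 0.22). The pluripotency miRNAs miR-302a-3p and miR-302c-3p rose by 1.07 (SE 0.27) and 1.04 (SE 0.27), while miR-32-5p rose by 1.36, miR-625-3p by 1.07, miR-556-3p by 0.99 and miR-708-3p by 0.95. The adjusted p of these 9 miRNAs were 0.0101 to 0.0352. Mutant library 1 carried part of the rise: without it miR-135b-5p stood at 1.02 and was still called, while miR-18b-5p (0.56), miR-32-5p (0.70), miR-19a-3p (0.88), miR-302a-3p (0.52), miR-302c-3p (0.49), miR-556-3p (0.69) and miR-708-3p were not. These 7 also lost their calls without WT library 3 and, each, without WT library 1 or 2, whereas miR-135b-5p, miR-625-3p and miR-363-3p kept theirs without any 1 of the 6 libraries.

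By group, the miR-200 family, which maintains the epithelial state, was lower in the mutant. Of its 5 members 2 fell and 3 were not called, 4 fell when adjusted over the list alone, the median was -0.61, and the list adjusted p was 0.000987, or an adjusted p of 0.0429 with an estimated correlation. miR-200b-3p fell by 1.48 (SE 0.20, adjusted p = 0.000985), miR-200b-5p, its opposite strand, fell by 1.70 (SE 0.29, adjusted p = 0.00266) and miR-429 fell by 0.90 (SE 0.14, adjusted p = 0.00213). The miR-17/92 paralogs were higher, with 3 of 15 up, 12 not called, 8 up when adjusted over the list alone, a median of 0.52 and an list adjusted p of 0.00421. In the 14q32 imprinted cluster 2 of 15 rose, miR-409-3p by 1.14 (SE 0.28) and miR-381-3p by 1.34 (SE 0.35), 13 were not called, 2 were up over the list alone, and the median was 0.44 (list adjusted p = 0.0252). The blood lineage list was lower with 2 of 17 down, 15 not called, 3 down over the list alone and a median of -0.62 (list adjusted p = 0.0215). Its members miR-486-3p and miR-150-5p gave -0.99 (SE 0.20, adjusted p = 0.00666) and -0.95 (adjusted p = 0.0813). The study's list, with 2 of 4 down, 2 not called, 3 down over the list alone and a median of -1.08, gave an list adjusted p of 0.00421, which is not independent evidence, since the study followed these miRNAs in the same samples. Markers of fibroblasts, which can serve as feeder cells, moved in the same direction with 3 of 11 down (8 not called, the same 3 over the list alone, median -0.35, list adjusted p = 0.0215). The 3 were miR-199a-3p, which also stands in the study's list, miR-199b-5p at -1.24 (SE 0.23) and miR-199b-3p at -0.97 (SE 0.27), which has the sequence of miR-199a-3p, so that they are 2 separate sequences. For these 5 lists other than miR-200 the adjusted p was 0.313 with an estimated correlation. The blood lineage call was lost without WT library 1 (median -0.34) or mutant library 3 (adjusted p up to 0.0984) and that of 14q32 without WT library 2 or mutant library 2 (median 0.10), while the median of the miR-17/92 paralogs was 0.26 without mutant library 1 and that of the study's list -0.60 without WT library 1.

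The remaining hESC lists did not pass. The let-7 family, which promotes differentiation, had 1 of 9 down (let-7a-5p, -1.43, SE 0.34, adjusted p = 0.0204), 8 not called, a median of -0.38 and an list adjusted p of 0.0573, the same p as the opposite strands with their 1 of 5 down. The miR-10, miR-99, miR-100 and miR-125 family had 1 of 7 down (list adjusted p = 0.063) and germ layer markers 2 of 11 down, miR-1-3p and the neural miR-9-5p at -0.93 (SE 0.24, adjusted p = 0.0251), with a median of 0.01, a mean of -0.28 and an list adjusted p of 0.193. The list described as targeting p53 had 1 of 7 down (list adjusted p = 0.195), and the list induced by p53 had 0 of 5 called (list adjusted p = 0.712). The pluripotency clusters had 4 of 14 up and 4 down, with a median of 0.54, a mean of -0.89 and an list adjusted p of 0.419, as miR-302 and miR-371-373 moved apart. C19MC, a placental cluster, had 1 of 58 down, miR-516a-5p at -0.74 (list adjusted p = 0.651). The miR-30 family had 1 of 5 down (list adjusted p = 0.242), mirtrons 0 of 11 called (list adjusted p = 0.267) and the miR-15/16 family 0 of 6 called (list adjusted p = 0.419), while the miR-29 family had too few tested members in hESCs.

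The hESC USB1 mutant vs WT count moved with the libraries fitted. A fit of these 6 libraries alone called 0 miRNAs, with adjusted p of 0.122 for miR-125b-5p (0.000141 to 0.122 over its alternatives), 38 were called without mutant library 1 and 45 without WT library 3, and scaling by library totals gave 16 up and 46 down. Without WT library 1 the adjusted p of miR-199a-3p was 0.0549 (0.000723 to 0.128 over its alternatives), that of the fibroblast list was 0.0673, and miR-125b-2-3p lost its call without that library, WT library 3 or mutant library 1 (adjusted p up to 0.0836 there, 0.00351 to 0.128 over its alternatives).

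Doxycycline induction of USB1 in the mutant asked which of these miRNAs return. The iUSB1 cells with Dox did not differ detectably from those without in any of 998 miRNAs by edgeR (smallest adjusted p = 0.355), 45 passed an unadjusted p under 0.05 where chance gives 49.9, and DESeq2 called 1. The changes were 0.26 (SE 0.19) for miR-125a-5p, 0.04 (SE 0.22) for miR-125b-5p, -0.32 (SE 0.65) for miR-142-5p and -0.27 (SE 0.24) for miR-199a-3p, each with an adjusted p of 0.994. miR-125b-5p stood at 18.3 ± 3.33 CPM without and 18.8 ± 2.72 CPM with Dox (SD, n = 3), and miR-199a-3p at 14.3 ± 2.29 and 11.9 ± 1.7 CPM. The C19MC cluster was lower with Dox as a list, with 0 of 58 members called, a median of -0.38 and an list adjusted p of 5.07e-18, but an adjusted p of 0.459 with an estimated correlation.

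Both inducible groups still differed from WT. Without Dox 9 miRNAs were higher and 34 lower than in WT, 41 of the 43 with separated libraries (as did 230 of all 998), and with Dox 22 were higher and 60 lower, 79 of the 82 separated (as did 305 of all 998, where chance gives 10%). miR-125b-5p was lower than in WT by a log2 change of -0.87 (SE 0.22, adjusted p = 0.0333) without Dox and -0.83 (SE 0.22, adjusted p = 0.0253) with Dox. miR-199a-3p gave -1.03 (SE 0.24, adjusted p = 0.0254) and -1.29 (SE 0.24, adjusted p = 0.00278). For miR-142-5p the changes of -1.50 and -1.83 did not pass (adjusted p = 0.187 and 0.0806), nor did those of -0.24 and 0.01 for miR-125a-5p (adjusted p = 0.561 and 0.973). Largest without Dox were miR-373-3p (-4.65) and miR-372-3p (-3.78), miR-146a-5p (-2.06), miR-653-5p (-2.06) and miR-653-3p (-2.05), and upward miR-3187-3p (1.12), miR-105-5p (1.08), miR-767-5p (adjusted p = 0.000927) and miR-550a-5p (0.71). With Dox the miR-371-373 cluster had changes of -5.51 (miR-372-3p) to -7.21 (miR-371b-3p), and miR-708-3p (1.19), miR-708-5p (1.16), miR-219a-2-3p (1.15), miR-592 (1.06) and miR-625-3p (0.91) rose. Markers of fibroblasts were lower than in WT without Dox, with 2 of 11 down, 9 not called and 3 down over the list alone (median -0.38, list adjusted p = 0.00718, 0.306 with an estimated correlation), and with Dox, with 3 of 11 down, 8 not called and the same number over the list alone (median -0.12, list adjusted p = 0.0491, 0.491 with an estimated correlation), a call lost without WT library 1 or 3 or +Dox library 1 or 2. The study's list, which is not independent evidence, had 2 of 4 down, 2 not called and 3 down over the list alone in each comparison, with medians of -0.95 without Dox (list adjusted p = 0.00718, 0.306 with an estimated correlation) and -1.06 with Dox (list adjusted p = 0.0173, 0.442 with an estimated correlation), and lost its call in each without WT library 1 and, with Dox, without +Dox library 1. Blood lineage miRNAs were lower than WT without Dox, with 3 of 17 down and 14 not called (median -0.25, list adjusted p = 0.00718, 0.306 with an estimated correlation), and with Dox, where 6 of 17 fell, 11 were not called and 8 fell over the list alone (median -0.80, or -0.47 without WT library 1, list adjusted p = 0.000802, but 0.336 with an estimated correlation). With Dox the C19MC list had 7 of 58 down, 51 not called and 18 down over the list alone (median -0.52, list adjusted p = 4.29e-09, 0.442 with an estimated correlation), and the miR-200 family had 2 of 5 down, 3 not called and 4 down over the list alone (list adjusted p = 0.00742, 0.139 with an estimated correlation). Without Dox the miR-200 family had 2 of 5 down, 3 not called and 3 down over the list alone (median -0.58, list adjusted p = 0.0163, 0.255 with an estimated correlation), a call lost without WT library 2. The calls of the fibroblast, study, blood lineage and miR-200 lists were lost in each comparison when only miRNAs with a CPM of at least 10 in 3 libraries were tested.

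The call of miR-125b-5p was lost without WT library 1, -Dox library 1 or -Dox library 3 in the first comparison (adjusted p up to 0.193) and without WT library 1, +Dox library 1 or +Dox library 2 in the second (up to 0.142), and miR-199a-3p lost it without the same libraries in the first (up to 0.181) and kept it without any 1 of the 6 in the second. WT library 1 again carried the size of the miR-371-373 falls, with -1.25 for miR-372-3p without Dox and -2.98 with Dox when it was left out, and the cluster's calls were lost without any 1 -Dox library or without +Dox library 2. Of the miRNAs higher than in WT, miR-105-5p, miR-767-5p and miR-592 kept their calls without any 1 library, and miR-3187-3p, miR-550a-5p, miR-708-3p, miR-708-5p, miR-219a-2-3p and miR-625-3p did not, each of the last 4 losing it without +Dox library 2.

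For hESC iUSB1 -Dox vs WT the count was 13 without -Dox library 3, 15 without -Dox library 1, 26 without -Dox library 2, 28 with library totals and 8 with only these groups fitted. For hESC iUSB1 +Dox vs WT it was 43 without +Dox library 1, 25 without +Dox library 2 and 52 without +Dox library 3. Against the mutant itself, the -Dox cells gave 0 calls by edgeR (smallest adjusted p = 0.170), with 89 miRNAs at an unadjusted p under 0.05 and 0 calls by DESeq2. miR-125b-5p gave 0.21 there, miR-199a-3p 0.05, miR-125a-5p 0.07 and miR-142-5p -0.16. The C19MC list (median -0.20, list adjusted p = 0.0314) and the miR-17/92 paralogs (median -0.42, list adjusted p = 0.0114) were lower than in the mutant, with an adjusted p of 0.636 with an estimated correlation, and without mutant library 1 the median of C19MC was -0.02 with the direction of its test turned and that of the miR-17/92 paralogs -0.09. Their calls were also lost without -Dox library 3 and -Dox library 2.

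PAPD5 knockdown in the mutant asked whether removing a polymerase that adenylates miRNAs raises them again. Against the mutant, edgeR called 0 of 998 (smallest adjusted p = 0.206), 116 passed an unadjusted p under 0.05 where chance gives 49.9, and DESeq2 called 7 up and 1 down. The changes were 0.29 for miR-125a-5p (adjusted p = 0.575), 0.20 for miR-125b-5p (0.783), 0.32 for miR-142-5p (0.893) and 0.17 for miR-199a-3p (0.828). As lists, let-7 (median 0.37, list adjusted p = 0.0142), the miR-10, miR-99, miR-100 and miR-125 family (median 0.33, adjusted p = 0.026), germ layer markers (0.46, adjusted p = 0.0308) and the miR-200 family (0.31, adjusted p = 0.0308) were higher, and C19MC (-0.22, adjusted p = 0.00431), 14q32 (-0.47, adjusted p = 0.0155) and the miR-17/92 paralogs (-0.34, adjusted p = 0.0142) lower. Adjusted over the list alone, 3 germ layer markers and 3 miR-200 members were up and 7 of 14 pluripotency miRNAs down, though as a list these did not pass (median -0.45, list adjusted p = 0.206, and a median of -0.13 without mutant library 1). With an estimated correlation the adjusted p of the 7 lists were 0.341 to 0.465. Each of the 7 lost its call without mutant library 1 or 2 and without shPAPD5 library 1 or 3. Against WT, edgeR also called 0 (smallest adjusted p = 0.0510), with 130 at an unadjusted p under 0.05 and 20 by DESeq2. There miR-125b-5p gave -0.88 (SE 0.22, adjusted p = 0.0802), miR-199a-3p -0.90 (0.0996), miR-142-5p -1.03 (0.504) and miR-125a-5p -0.02 (0.971). As lists, the study's miRNAs (0 of 4 called by edgeR, 2 down over the list alone, median -0.89, list adjusted p = 0.0230, not independent evidence), the miR-200 family (0 of 5 called, 3 down over the list alone, median -0.42, list adjusted p = 0.0230) and C19MC (0 of 58 called, median -0.22, list adjusted p = 0.0300) were lower than in WT, with adjusted p of 0.583, 0.221 and 0.852 with an estimated correlation. Each of these calls was lost with scaling by the library total only, without shPAPD5 library 3 and without at least 1 WT library. Markers of fibroblasts moved in the same direction without passing (3 of 11 down over the list alone, median -0.28, list adjusted p = 0.0704). For hESC USB1 mutant shPAPD5 vs WT the count became 9 without WT library 2 and 1 without WT library 3.

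A score of the 45 miRNAs lowered and 29 raised in the mutant placed each library between mutant and WT. It was 0.34 ± 0.73 in WT, -2.32 ± 0.53 in the mutant, -1.59 ± 0.32 without Dox, -2.08 ± 0.20 with Dox and -1.08 ± 0.29 with PAPD5 knockdown (SD, n = 3). Dox gave a difference of -0.49 from no Dox (two-sided exact permutation p = 0.2), and the PAPD5 knockdown one of 1.24 from the mutant (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). The 46.7% ± 11 of the way to WT of the PAPD5 knockdown libraries is not a measure of reversal, because the miRNAs were chosen on the mutant and WT libraries themselves. Across miRNAs, which are not independent replicates, the fold changes of PAPD5 knockdown in the mutant and of mutant against WT had a Pearson correlation of -0.640 (Spearman -0.627, covariance -0.256), where the shared mutant libraries alone gave -0.487 and a covariance of -0.0867 in simulation. With the mutant libraries divided between the comparisons, the correlation was -0.328 to -0.154 over the 6 divisions. The Dox effect shared no group with mutant against WT and gave a Pearson correlation of 0.304 (Spearman 0.164, covariance 0.106). Of the 74 called miRNAs 23 had the opposite sign under Dox.

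**Figure D3:**
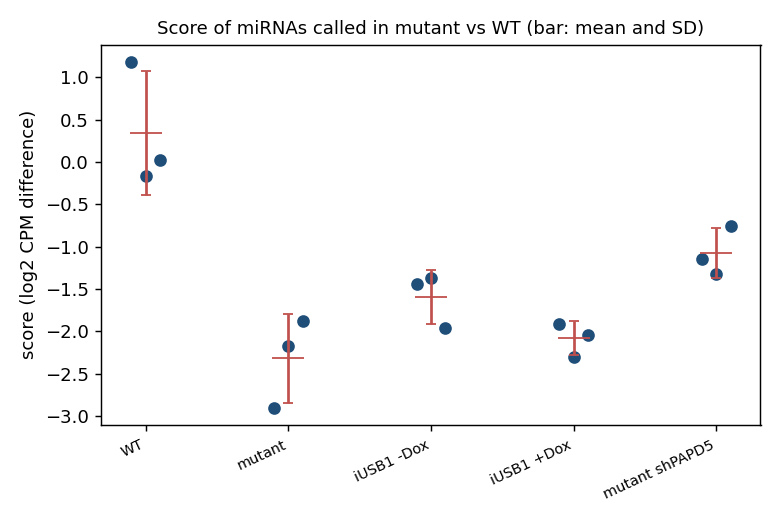
Points are the score of each hESC library, the mean log2 CPM of 45 miRNAs lowered minus that of 29 raised in the mutant, with the group mean and SD. WT averaged 0.34, the mutant -2.32 and the Dox-treated cells -2.08.

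USB1 KO in K562 asked the same of a blood cell line. Of 881 miRNAs 17 rose and 28 fell, with a median absolute log2 change of 2.06, and 44 of the 45 separated the 3 KO from the 3 control libraries, as did 29.5% of all 881, where chance gives 10%. None of the study's 5 miRNAs was called by edgeR: miR-223-3p, a myeloid miRNA, gave -0.64 (SE 0.21, adjusted p = 0.104) at 1196 ± 191 and 769 ± 127 CPM (SD, n = 3), miR-125a-5p -0.16, miR-142-5p -0.14, miR-199a-3p 0.06 and miR-125b-5p 0.42. The fall was concentrated in the imprinted 14q32 cluster, which is expressed from the maternal chromosome. Of its 27 tested members 15 fell, 12 were not called, 22 fell when adjusted over the list alone, and the median was -2.69 (list adjusted p = 2.39e-28, but an adjusted p of 0.135 with an estimated correlation). Many members had low counts, and some KO values lay at the lowest level of the scale, as with a log2 CPM of -2.13 for miR-758-3p in KO library 3. The size of the median therefore rests in part on small counts.

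In that cluster miR-381-3p, from chromosome 14, 101045920 to 101045994, fell by 3.72 (SE 0.41, adjusted p = 0.000238), from 219 ± 39.9 to 16.9 ± 3.91 CPM. The changes were -3.67 (SE 0.77) for miR-409-3p, -3.63 for miR-134-5p, -3.47 (SE 0.41) for miR-654-3p, -3.11 (SE 0.41) for miR-379-5p, -2.65 (SE 0.41) for miR-493-3p, -2.54 (SE 0.38) for miR-127-3p and -2.03 (SE 0.43) for miR-370-3p, all called. Outside it miR-6842-3p (-1.10), miR-183-5p (-1.06) and miR-139-5p (-1.02) fell. The largest rise was that of miR-584-5p, from an intron of SH3TC2 on chromosome 5, by 3.05 (SE 0.41, adjusted p = 0.000729), from 10.7 ± 1.35 to 89.3 ± 9.18 CPM. Both arms of the neural miR-9 rose, miR-9-3p by 2.43 (SE 0.26, adjusted p = 0.000153) and miR-9-5p by 2.06 (SE 0.22, adjusted p = 0.000153), the latter from 284 ± 51.7 to 1187 ± 380 CPM. miR-1257 (2.14), miR-3689e (2.13), miR-652-5p (1.80), miR-3681-5p (1.70), miR-551a (1.38), miR-652-3p (0.78) and miR-218-5p (0.73) rose as well.

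The let-7 family was lower in the KO, with 2 of 9 down, 7 not called and 5 down over the list alone (median -0.48, list adjusted p = 0.00651, 0.272 with an estimated correlation). These were let-7a-5p at -0.77 (SE 0.16, adjusted p = 0.0156) and let-7f-5p at -0.64 (SE 0.15, adjusted p = 0.0222). Germ layer markers were higher, with 2 of 10 up, both miR-9 arms, 8 not called, 2 over the list alone and a median of 0.39 (list adjusted p = 0.00284, 0.272 with an estimated correlation). Blood lineage miRNAs did not move as a list (list adjusted p = 0.995), though 2 of 19 rose, miR-181b-5p by 0.70 (adjusted p = 0.0216) and the erythroid miR-451a by 0.70 (adjusted p = 0.0427), with 4 up and 2 down over the list alone. The fibroblast list had 1 of 11 down, miR-152-3p at -0.85 (adjusted p = 0.0469), and the miR-15/16 family had 1 of 6 up (list adjusted p = 0.289). No member was called by edgeR in the lists of the study, the opposite strands, miR-29, miR-30, miR-200, the miR-10, miR-99, miR-100 and miR-125 family, miR-17/92, C19MC, p53 targeting, p53 induction or mirtrons, whose list adjusted p were 0.206 to 0.995. The pluripotency list had too few tested members in K562, where miR-372-3p gave -2.13 (adjusted p = 0.112).

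K562 control libraries 1 and 2 also held miR-302a-5p, a pluripotent cell miRNA, at 6927 and 4616 counts, against 0 in control library 3. For K562 USB1 KO vs control the count was 16 without control library 1 and 27 without control library 2. It was 29 without KO library 1 and 19 without KO library 2. Leaving out control libraries 1 and 2 together left only control library 3, so calls cannot be weighed in that fit. Its fold changes were 2.98 for miR-9-3p and -3.47 for miR-381-3p. Without control library 1 alone miR-3689e, miR-3681-5p, miR-551a, miR-652-3p, miR-218-5p, miR-409-3p, miR-370-3p, miR-6842-3p, miR-183-5p and miR-139-5p were not called, all but miR-3689e and miR-183-5p also lost their calls without KO library 2, and miR-3681-5p and miR-139-5p without any 1 library. The median of the germ layer list was -0.06 without KO library 3.

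**Figure D4:**
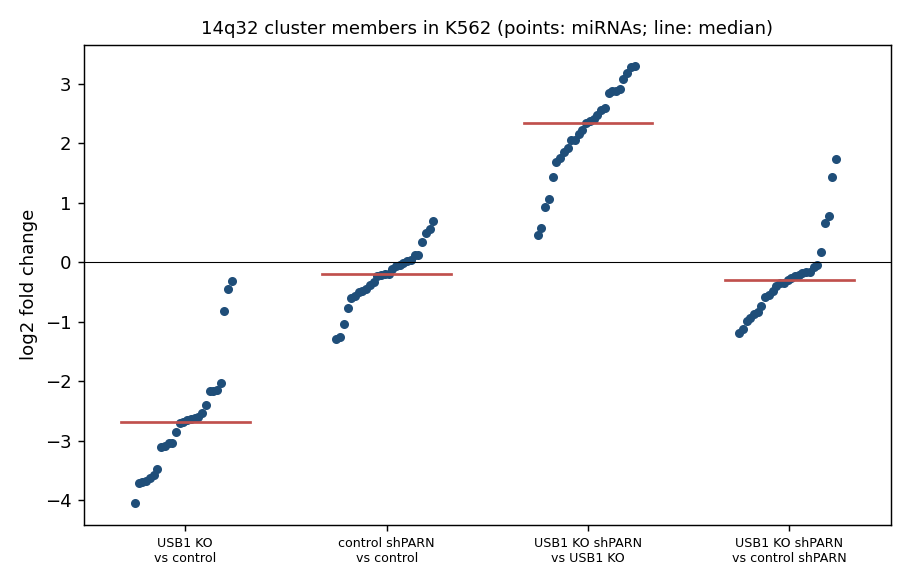
Points are log2 fold changes of 14q32 cluster members in 4 K562 comparisons, and lines are medians. The median was -2.69 in KO against control, 2.33 in KO with PARN knockdown against KO, and -0.29 between the 2 PARN knockdown groups.

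PARN knockdown asked whether loss of a deadenylase changes miRNA levels with and without USB1. In control cells 11 miRNAs rose and 2 fell, all 13 separated (22.5% of all 881, where chance gives 10%), and with library totals 8 rose and 17 fell. miR-21-5p, an abundant growth-associated miRNA, rose by 1.29 (SE 0.21, adjusted p = 0.0132) from 131497 ± 15948 to 321155 ± 51167 CPM (SD, n = 3). miR-6503-3p rose by 1.70 (SE 0.30), miR-19a-3p by 1.55 (SE 0.32), miR-139-5p by 1.25 (SE 0.27) and miR-135b-5p by 1.15 (SE 0.21). The erythroid miR-144-5p fell by 1.56 (SE 0.20, adjusted p = 0.0017) from 327 ± 16.5 to 111 ± 20.7 CPM. The miR-17/92 paralogs were higher, with 2 of 15 up, 13 not called, and 8 up and 1 down over the list alone (median 0.51, list adjusted p = 0.0122, 0.787 with an estimated correlation), miR-17-5p rising by 0.87 (SE 0.15). The study's miRNAs gave 0.10 for miR-125a-5p, -0.98 for miR-125b-5p, -0.28 for miR-223-3p and -0.04 for miR-199a-3p, none of them called by edgeR. The call of miR-21-5p was lost without control library 2 (adjusted p = 0.0645, 4.67e-05 to 0.535 over its alternatives), those of miR-6503-3p, miR-19a-3p, miR-139-5p and miR-135b-5p without control library 1 or 2, and that of the miR-17/92 list without control library 3 (adjusted p = 0.143), while miR-144-5p kept its call without any 1 library. For K562 control shPARN vs control the count was 3 without control library 1 and 1 without control library 2. It was 6 and 5 without shPARN libraries 1 and 2, and 25 without shPARN library 3. Leaving out both control libraries with miR-302 left only control library 3, so calls cannot be weighed in that fit.

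In USB1 KO cells 80 miRNAs were higher and 50 lower with PARN knockdown, and 119 of the 130 separated (29.4% of all 881, where chance gives 10%). The median absolute change was 1.10 among the called and the median 0.11 over all 881. Library totals gave 30 up and 77 down. The 14q32 miRNAs that were low in the KO were higher with PARN knockdown: 15 of 27 rose, 12 were not called, 19 rose over the list alone, and the median was 2.33 (list adjusted p = 3.19e-11, but 0.595 with an estimated correlation). miR-654-3p rose by 2.91 (SE 0.41, adjusted p = 0.0017), miR-493-3p by 2.85 (SE 0.41), miR-381-3p by 2.56 (SE 0.40) and miR-379-5p by 2.15 (SE 0.41), and outside the cluster miR-3158-5p by 2.33 (SE 0.55). The knockdown libraries were uneven there, with miR-381-3p at 98.0 ± 52.7 CPM. miR-451a, miR-144-3p and miR-144-5p fell, with changes of -1.26 (SE 0.18, adjusted p = 0.0017), -1.37 and -1.07 in that order, while the blood lineage list did not pass, with 1 of 19 up, 5 down and 13 not called (list adjusted p = 0.352). In the growth-restraining miR-15/16 family 3 of 6 fell, 3 were not called and 4 fell over the list alone (median -0.91, list adjusted p = 0.00726, 0.595 with an estimated correlation), through miR-424-5p (-1.54), miR-195-5p (-1.17) and miR-497-5p (-1.19). miR-3182 (-2.50), miR-202-5p (-1.59), miR-301b-3p (-1.33) and miR-628-3p (-1.29) fell too. The calls of miR-3182, miR-202-5p and miR-144-3p were lost without KO library 1, 2 or 3 or KO shPARN library 1, and that of miR-3158-5p without KO library 1 or 2, with 1.20 without KO shPARN library 3.

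Of the study's miRNAs, miR-199a-3p fell by 0.91 (SE 0.28, adjusted p = 0.0446) and miR-223-3p fell by 0.66 (SE 0.21, adjusted p = 0.0467) after PARN knockdown in KO cells. Among the opposite strands miR-125a-3p, that of miR-125a-5p, rose by 0.68 (adjusted p = 0.0354). miR-125a-5p gave -0.23, miR-125b-5p 0.70 and miR-142-5p 0.06. The calls of miR-199a-3p, miR-223-3p and miR-125a-3p were lost without KO library 1 or 2 or KO shPARN library 1 or 2, with adjusted p up to 0.164 for miR-199a-3p and 0.155 for miR-223-3p. For K562 USB1 KO shPARN vs USB1 KO the count was 53 without KO library 1, 38 without KO library 2, 42 and 57 without KO shPARN libraries 1 and 2, and 51 with only these groups fitted.

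With PARN lowered in both, USB1 KO against control cells gave 44 miRNAs up and 37 down, 80 of the 81 separated (30.5% of all 881, where chance gives 10%), with a median absolute change of 1.16. miR-223-3p fell by 1.02 (SE 0.21, adjusted p = 0.00966), from 986 ± 146 to 486 ± 122.9 CPM (SD, n = 3), and kept its call under each of its 14 alternatives. miR-125a-5p gave -0.49 (adjusted p = 0.125), miR-199a-3p -0.82 (0.0837), miR-125b-5p 2.10 (0.0984) and miR-142-5p -0.08. Germ layer markers were higher, with 4 of 10 up, 6 not called and 5 up over the list alone (median 1.21, list adjusted p = 0.00143, 0.69 with an estimated correlation), among them miR-9-5p by 1.53 (SE 0.22, adjusted p = 0.00126) and its other arm miR-9-3p. miR-3158-5p (2.43), miR-3681-5p (1.98), miR-202-5p (1.84), miR-4485-3p (1.83) and miR-1257 (1.61) also rose. miR-452-5p, from the GABRE gene on the X chromosome, fell by 1.75 (SE 0.26, adjusted p = 0.00144) from 5092 ± 902 to 1518 ± 341 CPM, and its other arm miR-452-3p (-1.59), miR-1908-5p (-1.65), miR-139-5p (-1.61) and miR-135b-5p (-1.56) fell as well. Without KO shPARN library 1 the germ layer median was 0.47, without KO shPARN library 3 miR-3158-5p stood at 1.29, and without control shPARN library 2 the calls of miR-3158-5p, miR-3681-5p, miR-202-5p and miR-1908-5p were lost. For K562 USB1 KO shPARN vs control shPARN the count was 87 with a replicate term, which the pairing of library numbers allowed, 38 without control shPARN library 2, 45 without KO shPARN library 1 and 49 with only these groups fitted.

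The interaction tested whether PARN knockdown acted differently in KO and control cells. It was positive for 12 miRNAs and negative for 4, led by the 14q32 members miR-654-3p at 3.40 (SE 0.53, adjusted p = 0.0164), miR-493-3p at 2.82, miR-381-3p at 2.78, miR-379-5p at 2.72 and miR-127-3p at 2.27, while miR-452-3p gave -1.27 and miR-135b-5p -1.22. In the 14q32 list 6 of 27 were positive, 21 not called and 18 positive over the list alone (median 2.44, list adjusted p = 9.00e-15, 0.383 with an estimated correlation). For the study's miRNAs no interaction was called by edgeR, with -0.87 for miR-199a-3p (adjusted p = 0.25) and -0.38 for miR-223-3p. For K562 interaction of USB1 KO and shPARN the count was 0 to 2 when any library other than KO shPARN library 3 was left out. It was 27 without that one and 7 with library totals (4 positive, 3 negative).

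The effect of USB1 loss differed between the lines for 28 of 892 miRNAs, 21 higher in hESCs and 7 lower, though line, kind of mutation and preparation differ together. The 14q32 cluster differed most: 10 of 20 members were called, 10 were not, 18 were called over the list alone, and the median difference was 3.74 (list adjusted p = 1.55e-34, and 0.00152 with an estimated correlation). miR-381-3p gave 5.15 (SE 0.41, adjusted p = 2.71e-06), miR-493-3p 4.23, miR-379-5p 3.45 and miR-127-3p 2.93. Outside the cluster miR-34b-3p, from chromosome 11, gave 3.53. In the other direction miR-584-5p gave -3.60 (adjusted p = 5.62e-05), miR-9-3p -2.93, miR-9-5p -2.91, miR-3681-5p -2.57 and miR-1257 -2.52. The germ layer list gave 2 of 10 lower, 8 not called and a median of -0.33 (list adjusted p = 0.00404, 0.0668 with an estimated correlation). miR-125b-5p (-1.32, adjusted p = 0.331), miR-199a-3p (-1.05, adjusted p = 0.336), miR-142-5p (-1.08, adjusted p = 0.532), miR-125a-5p (-0.05, adjusted p = 0.970) and miR-223-3p (0.90, adjusted p = 0.591) were not called. The call of miR-3681-5p was lost without 1 of several libraries (adjusted p up to 0.0855), and the germ layer median ran from -0.85 without mutant library 3 to -0.03 without control library 2. Across 709 miRNAs the 2 effects had a Pearson correlation of 0.115 (Spearman 0.192), and 5 miRNAs were called in both, 2 down in both and 3 in opposite directions, where independence gives 1.02 and 1.38. For USB1 loss in hESC vs in K562 the count was 13 to 18 without any 1 of WT libraries 2 and 3, mutant library 2, control library 1 and KO libraries 1 and 2. With library totals it was 13 (8 higher, 5 lower).

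Guide and passenger arms were compared because the study followed both. In hESCs 233 hairpins had a median mutant against WT change of 0.03 for guides and 0.15 for passengers, with a paired median difference of -0.11. There 13 guides were up and 15 down against 6 passengers up and 11 down. Called against not called, 28 guides and 17 passengers gave a Fisher's exact p = 0.116, a test that treats the arms of a hairpin as independent. In 9 hairpins both arms were called, all 9 with the same sign, and the log2 guide to passenger ratio was 2.86 ± 0.03 in the mutant and 2.96 ± 0.07 in WT (SD, n = 3, two-sided exact permutation p = 0.2). In K562 199 hairpins gave -0.07 for guides and -0.02 for passengers with a paired difference of -0.12. In K562 2 guides were up and 8 down against 3 passengers up and 2 down. The same test of 10 guides and 5 passengers called gave a Fisher's exact p = 0.292. Both arms were called in 4 hairpins, all 4 with the same sign. There the ratio was 2.69 ± 0.05 in the KO and 2.80 ± 0.06 in control (SD, n = 3, two-sided exact permutation p = 0.1, the smallest possible). Guides matched to passengers by level differed from them by 0.02 in hESCs and 0.08 in K562, the opposite sign to the unmatched pairs.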

Values the study reported

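The study reported 82 of 374 miRNAs affected in undifferentiated hESCs with the USB1 mutation at p<0.05, of which 49 were lower and 33 were higher.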

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

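The tests on control library 3, on KO library 3, on the PARN knockdown groups, on the labels and on the splits' alignment were chosen only after the result was seen, and those on the less abundant arms and on miR-302 before it.

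PARN knockdown acted differently in USB1 KO and control K562 cells on 16 miRNAs by the test of the interaction, with log2 differences of 3.40 for miR-654-3p, 2.82 for miR-493-3p, 2.78 for miR-381-3p, 2.72 for miR-379-5p and 2.27 for miR-127-3p, and of -1.27 for miR-452-3p and -1.22 for miR-135b-5p. Of 100 drawn splits of the libraries, the real one included, 2 gave at least as many calls. The other split gave 36 calls and set all KO against all control libraries (a correlation of its contrast with that of the KO effect of 1), so it followed a structure of the samples, the KO itself. Since splits mix the real groups, effects of KO and knockdown add to their spread. Few calls in them cannot decide whether PARN knockdown acted differently in KO and control cells. Between 0 and 2 miRNAs were called when any library other than KO shPARN library 3 was left out. USB1 loss acted differently in hESCs and K562 on 28 miRNAs by the test of the difference, with 5.15 for miR-381-3p, 4.23 for miR-493-3p, 3.53 for miR-34b-3p, 3.45 for miR-379-5p, 2.93 for miR-127-3p, -3.60 for miR-584-5p, -2.93 for miR-9-3p, -2.91 for miR-9-5p, -2.57 for miR-3681-5p and -2.52 for miR-1257. There 1 of 100 drawn splits, the real one, gave as many calls and the highest other gave 14. The other splits mix libraries with and without USB1 loss, so the effect of the loss adds to their spread within groups. They therefore cannot decide whether the effect differed between lines, and no conclusion is drawn from them. Leaving out 1 library at a time gave 13 to 29 calls there, the fewest without control library 1. The kind of line, the kind of mutation and the preparation were not separated by this comparison.

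Both results were led by the 14q32 cluster, which was lower in USB1 KO than in control K562 cells. Reads carried over from hESC libraries into control libraries 1 and 2 are argued against by control library 3, which held no miR-302a-5p and still lay above the KO mean by a median of 2.18 over the 27 members. The shallow KO library 3 is argued against by a median of -2.87 without it. Whether the abundant arms alone were lost stays open, since of the 6 less abundant arms, with a median of -2.16, 5 lay under a log2 CPM of 2 in control. An effect of USB1 loss that holds at any PARN level is argued against by the median of -0.29 between the PARN knockdown groups. A difference between cell clones or passages could account for a whole imprinted cluster moving together and cannot be told apart from an effect of the KO that PARN knockdown alters, because the study's methods describe KO cells grown from single clones, the labels mention clones 0 times and so do not say whether the 3 KO libraries are of 1 clone.

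K562 control libraries 1 and 2 held 6927 and 4616 counts of miR-302a-5p, a miRNA of pluripotent cells, where control library 3 held 0. Over the cluster's 6 members that could be compared, the levels were 0.272 to 0.550% of those in hESC WT, with miR-302a-5p lowest and miR-302c-3p highest. Reads or cells of the hESC samples and expression by the K562 cells themselves cannot be told apart, since 0 miRNAs outside the cluster had a level that could decide under the first selection and 0 under a second, made after the first left none.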

How the results depend on the processing

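Chosen after seeing the data were unlisted counts set to 0, leaving out the first WT and mutant hESC libraries, and leaving out the control libraries with miR-302. Over all alternatives the named miRNAs were scored as unchanged 3040 times, lost the call 416 times and gained it 7 times. These counts include named miRNAs that were not called in the main fits and so had no call to lose. They therefore give no share of calls kept. List results, many of them also not called in the main fits, were scored as unchanged 3395 times, gained the call 78 times, turned direction 2 times and otherwise lost the call. Comparison results held 208 times and moved 96 times. The cause was not tested, except that fewer libraries or miRNAs are fitted where some are left out.

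Fitting only the compared groups gave 0 calls for mutant vs WT, 3 for +Dox vs -Dox, 4 for shPAPD5 vs mutant, 1 for -Dox vs mutant, 8 for -Dox vs WT, 29 for control shPARN vs control, 51 for KO shPARN vs KO and 49 for KO shPARN vs control shPARN. DESeq2 gave 1 for +Dox vs -Dox, 8 for shPAPD5 vs mutant, 20 for shPAPD5 vs WT, 33 for control shPARN vs control and 29 for the interaction, and at an unadjusted p under 0.05 it gave 251 for mutant vs WT and 161 for KO vs control. Library totals gave 5 for shPAPD5 vs mutant, 28 for -Dox vs WT, 25 for control shPARN vs control, 7 for the interaction and 13 between lines. DESeq2 size factors gave 7 for the interaction. A minimum of 10 CPM in 3 libraries gave 2 for shPAPD5 vs WT, 21 for control shPARN vs control and 1 for the interaction, and no filter gave 25 for -Dox vs WT. Unlisted counts at 0 gave 10 for shPAPD5 vs WT and 21 for control shPARN vs control. Without the first WT and mutant libraries shPAPD5 vs mutant gave 3, -Dox vs WT 73 and shPAPD5 vs WT 5. Leaving out both control libraries with miR-302 left only control library 3, so counts of calls from that fit are not given.

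Leaving out 1 library at a time gave 38 to 87 calls for mutant vs WT, 13 to 37 for -Dox vs WT, 25 to 61 for +Dox vs WT, 0 to 9 for shPAPD5 vs WT, 16 to 34 for KO vs control, 1 to 25 for control shPARN vs control, 38 to 139 for KO shPARN vs KO, 38 to 92 for KO shPARN vs control shPARN, 0 to 27 for the interaction and 13 to 29 between lines, and 0 for the other 3 hESC comparisons. A replicate term, fitted in 9 comparisons, moved no count by over 1.5 times; library numbers paired only in KO shPARN vs control shPARN (correlations 0.344, 0.164 and 0.219).

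In mutant vs WT 3 of 6 lists were called with the 10 CPM minimum and 1 with an estimated correlation, and in KO vs control 0 of 3 with the latter. The C19MC list in -Dox vs mutant turned direction by its test while its median stayed negative, at -0.0217 without mutant library 1 (lowest over left-out libraries -0.239) and -0.00794 without the first WT and mutant libraries. The guide and passenger difference was 0.0226 in hESCs and 0.0768 in K562 after matching by level, and ran from -0.20 to 0.00111 and from -0.15 to -0.0325 over left-out libraries. The correlation of the mutant and Dox effects was 0.216 without a filter, 0.524 with the 10 CPM minimum, 0.208 by DESeq2, 0.397 with unlisted counts at 0, 0.200 without the first WT and mutant libraries and 0.149 to 0.358 over left-out libraries. That of the mutant and PAPD5 effects was -0.773 with the 10 CPM minimum and -0.710 to -0.538 over left-out libraries. The shallowest library was KO library 3 with 1530929 counts. It enters the comparisons with KO libraries, and how far its depth limits low miRNAs there was not tested.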

Other observations

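All tests of explanations here and the divisions of shared libraries were chosen only after the result was seen, while the counts over other splits were planned before.

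Some miRNAs were listed in 1 group and not in another, and so stood outside the fits. In K562, miR-3141 had 291, 608 and 650 counts in the KO libraries and miR-4634 had 126, 210 and 373, and neither was listed after PARN knockdown in KO cells. miR-323b-3p (35, 20 and 21 counts) and miR-889-3p (26, 27 and 27 counts), both of the 14q32 cluster, were listed in control and not in KO cells. miR-6089 (206, 191 and 79 counts) was listed in control cells and not after PARN knockdown in them. Since a table lists only miRNAs seen in its first library, these are no measure of absence from the other libraries.

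Across miRNAs, 15 were called both in KO against control and in the same comparison under PARN knockdown, 11 up in both and 4 down in both, where independence gives 0.849 and 1.18. Of 25 called both in KO against control and in PARN knockdown of KO cells, 22 changed in opposite directions, where independence gives 3.51. These comparisons share the KO libraries, which alone gave a correlation of -0.530 and a covariance of -0.135 in simulation, against -0.541 and -0.451 measured. With the KO libraries divided between the comparisons, in 6 ways, the correlation was -0.358 to -0.210 and the covariance -0.370 to -0.269. Each division leaves 1 KO library in 1 of the comparisons, so calls cannot be weighed there. Whether the excess of opposite calls would remain without shared libraries is therefore not decided. The mutant and -Dox effects against WT shared 27 miRNAs down and 3 up, where independence gives 1.53 and 0.262, with a correlation of 0.759 and a covariance of 0.401 against 0.507 and 0.0901 from the shared WT libraries in simulation. With the WT libraries divided in 6 ways the correlation was 0.200 to 0.402 and the covariance 0.140 to 0.248, so the shared libraries gave part of the relation and not all of it. Divisions that kept the close WT libraries 2 and 3 in the same comparison gave correlations of 0.200 and 0.287. Each of these divisions leaves 1 WT library in 1 of the comparisons, so the miRNAs called in both cannot be weighed there. The count of -Dox against WT fell to 13 without -Dox library 3.

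Differences from WT that stayed after induction of USB1 in hESCs were weighed against 3 technical explanations. WT library 1, which stood apart from the others, is argued against as the whole cause by the 57 miRNAs called in +Dox against WT in a fit without it, where 82 were called with it. The other tests used scores of miRNAs chosen without 1 WT and 1 mutant library, in all 9 choices. The distance between these left-out libraries was the yardstick. By these scores the -Dox group lay at most 22% of the way from mutant to WT. The +Dox group, treated to induce USB1, lay -28.8 to 4.76% of the way. Since the score did not move toward WT with induction, it cannot show whether USB1 was made without doxycycline. A leak of any size stays open. A spread large enough to hide a full return is argued against by the highest difference between a +Dox and a -Dox library over the choices. It was 10.2% of the distance between the left-out libraries. A difference between WT and the mutant line other than USB1, too little induced protein and a lasting effect of the mutation may each account for the pattern and stay untested. The study describes an assay of USB1 mRNA and protein in this line with doxycycline, which is not used here, and these libraries hold no measure of USB1.

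The splits of the same 6 libraries number 10 in each comparison of 3 against 3, the real one included, too few to give a share under 0.05. The real split gave 74 calls and the highest other 2 in mutant vs WT, 43 and 0 in -Dox vs WT, 82 and 0 in +Dox vs WT, 45 and 0 in KO vs control, 13 and 1 in control shPARN vs control, 130 and 3 in KO shPARN vs KO, and 81 and 1 in KO shPARN vs control shPARN, the real split being the 1 with most calls in each. By edgeR all 10 splits gave 0 calls in +Dox vs -Dox, in shPAPD5 vs mutant, in -Dox vs mutant and in shPAPD5 vs WT, where 45, 116, 89 and 130 miRNAs passed an unadjusted p under 0.05 and DESeq2 called 1, 8, 0 and 20.

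At an unadjusted DESeq2 p under 0.05, 251 of 998 miRNAs differed between mutant and WT hESCs. The study tested a smaller set of miRNAs, so its count and this one are not comparable as numbers.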
